# SIRT6 Maintains Redox Homeostasis to Promote Porcine Oocyte Maturation

**DOI:** 10.3389/fcell.2021.625540

**Published:** 2021-02-25

**Authors:** Yu Li, Yilong Miao, Jingyue Chen, Bo Xiong

**Keywords:** SIRT6, oocyte maturation, meiotic failure, apoptosis, redox homeostasis

## Abstract

SIRT6, the sixth member of the sirtuin family proteins, has been characterized as a crucial regulator in multiple molecular pathways related to aging, including genome stability, DNA damage repair, telomere maintenance, and inflammation. However, the exact roles of SIRT6 during female germ cell development have not yet been fully determined. Here, we assessed the acquisition of meiotic competency of porcine oocytes by inhibition of SIRT6 activity. We observed that SIRT6 inhibition led to the oocyte meiotic defects by showing the impairment of polar body extrusion and cumulus cell expansion. Meanwhile, the compromised spindle/chromosome structure and actin dynamics were also present in SIRT6-inhibited oocytes. Moreover, SIRT6 inhibition resulted in the defective cytoplasmic maturation by displaying the disturbed distribution dynamics of cortical granules and their content ovastacin. Notably, we identified that transcript levels of genes related to oocyte meiosis, oxidative phosphorylation, and cellular senescence were remarkably altered in SIRT6-inhibited oocytes by transcriptome analysis and validated that the meiotic defects caused by SIRT6 inhibition might result from the excessive reactive oxygen species (ROS)-induced early apoptosis in oocytes. Taken together, our findings demonstrate that SIRT6 promotes the porcine oocyte meiotic maturation through maintaining the redox homeostasis.

## Introduction

During the meiotic maturation, mammalian fully grown oocytes at the prophase I stage undergo two key cellular events involving germinal vesicle breakdown and first polar body extrusion to reach the metaphase of the second meiosis (M II) stage awaiting for fertilization (Swann and Yu, 2008; Sun et al., 2009). Any errors that hinder the completion of nuclear or cytoplasmic maturation would prevent oocytes from acquiring the ability to fertilize and support the embryonic development, producing low-quality oocytes (Eppig, 1996; Holt et al., 2013). Previous studies have shown that the spindle disorganization, chromosome mis-segregation, mitochondrial dysfunction, and redox imbalance are often observed in low-quality oocytes, which are highly correlated with the occurrence of infertility, miscarriage, and congenital malformation (Eichenlaub-Ritter et al., 2004).

Sirtuin proteins (SIRT1–7) are a family of nicotinamide adenine dinucleotide (NAD^+^) enzymes that perform a diverse range of functions in the cells regarding energy metabolism, cellular stress resistance, genomic stability, and aging (Finkel et al., 2009). The founding member of the sirtuin protein family is yeast silent information regulator 2 (Sir2), which regulates the chromatin structure, DNA recombination, and gene expression (Vogt et al., 2008; Gao et al., 2009; Carafa et al., 2016; Watroba et al., 2017). In mammals, sirtuin proteins differ for the subcellular localization and functions (Morris, 2013; Pucci et al., 2013). Among them, SIRT6 acts as a nuclear deacetylase and ADP-ribosyltransferase that participates in the telomere function, metabolic homeostasis, DNA repair, and genome stability (Kanfi et al., 2012; Toiber et al., 2013; Tian et al., 2019). Under oxidative stress, SIRT6 is recruited to DNA double-strand breaks and associates with poly ADP-ribose polymerase 1 (PARP1) in the presence of DNA damage to activate the homologous and non-homologous end-joining recombination for damage repair (Morris, 2013; Pucci et al., 2013). However, the exact roles of SIRT6 in the female germ cells are not fully determined.

In the present study, we used porcine oocytes as a model to explore the function of SIRT6 on meiotic maturation, as the developmental and physiological indexes of porcine oocytes including the diameter of oocytes and maturation time are more similar to humans in comparison with mice (Schatten and Sun, 2009; Miao et al., 2017). We found that inhibition of SIRT6 activity impaired both nuclear and cytoplasmic maturation of oocytes, including the abnormal cytoskeleton assembly and cortical granule (CG) dynamics. We also discovered that SIRT6 inhibition compromised the transcript levels of genes related to oocyte meiosis, oxidative phosphorylation, and cellular senescence pathways by transcriptome analysis. The meiotic defects might be caused by the accumulated reactive oxygen species (ROS)-induced apoptosis.

## Materials and Methods

### Antibodies

Mouse monoclonal α-tubulin-fluorescein isothiocyanate (FITC) and acetyl-α-tubulin (Lys40) antibodies were obtained from Sigma-Aldrich (St. Louis, MO, United States; Cat# F2168, ABT241); rabbit monoclonal glyceraldehyde 3-phosphate dehydrogenase (GAPDH) and phospho-histone H2A.X (Ser139) antibodies were obtained from Cell Signaling Technology (Danvers, MA, United States; Cat# 2118, 9718); sheep polyclonal mouse BubR1 antibody was purchased from Abcam (Cambridge, MA, United States; Cat# ab28193); rabbit polyclonal human ovastacin antibody was obtained from Dr. Jurrien Dean lab (National Institutes of Health, Bethesda, MA, United States).

### Porcine Oocyte Collection and *in vitro* Maturation

Porcine ovaries were obtained from a local abattoir and transported to the laboratory in physiological saline containing streptomycin sulfate and penicillin G within 2 h after slaughtering. Cumulus cell–oocyte complexes (COCs) were aspirated from the follicles using a disposable syringe. COCs with compact cumulus cells were selected for *in vitro* maturation (IVM). The maturation medium is TCM-199 (Thermo Fisher Scientific, Waltham, MA, United States; Cat# 11150059) supplemented with 10% porcine follicular fluid, 5 μg/ml insulin, 10 ng/ml epidermal growth factor (EGF), 0.6 mM cysteine, 0.2 mM pyruvate, 25 μg/ml kanamycin, and 10 IU/ml of each equine chorionic gonadotropin (eCG) and human chorionic gonadotropin (hCG). Twenty germinal vesicle (GV) COCs were cultured in a drop of 100 μl maturation medium covered with mineral oil at 38.5°C, 5% CO_2_ for 26–28 h to metaphase I (M I) stage and for 42–44 h to M II stage.

### SIRT6-IN-1 Treatment

SIRT6-IN-1 (Selleckchem, Houston, TX, United States; Cat# S8627) was dissolved in dimethyl sulfoxide (DMSO) to 100 mM and diluted to a final concentration of 50 and 100 μM, respectively, with the maturation medium. The final concentration of DMSO in the maturation medium was not more than 0.1%.

### Fluorescence Staining and Confocal Microscopy

Denuded oocytes (DOs) were incubated in the fixation solution [4% paraformaldehyde/phosphate buffered saline (PBS)] for 30 min, in the permeabilization solution (1% Triton X-100/PBS) for 1 h, and in the blocking solution [1% bovine serum albumin (BSA)-supplemented PBS] for 1 h at room temperature (RT), followed by incubation with BubR1 antibody (1:100), α-tubulin-FITC antibody (1:200), acetyl-α-tubulin antibody (1:100), γH2A.X antibody (1:100), ovastacin antibody (1:100), phalloidin-TRITC (1:200; Sigma-Aldrich; Cat# P1951), or lens culinaris agglutinin (LCA)-FITC (1:200; Thermo Fisher Scientific; Cat# L32475) overnight at 4°C. After washes in phosphate buffered saline tween-20 (PBST), oocytes were incubated with the corresponding secondary antibodies for 1 h and counterstained with 10 μg/ml Hoechst 33342 or propidium iodide (PI) for 10 min at RT. In addition, oocytes were stained at 38.5°C for 30 min with 10 μM dichlorofluorescein diacetate (DCFHDA; Beyotime, Huangzhou, China; Cat# S0033S) for ROS staining and with Annexin-V-FITC (1:10; Beyotime, Huangzhou, China; Cat# C1062) for apoptosis assessment. Lastly, oocytes were mounted on the glass slides and imaged under a confocal microscope (LSM 700 META, Zeiss, Germany).

### Immunoblotting

A total of 100 porcine oocytes was collected in the lysis buffer (4 × LDS sample buffer, Thermo Fisher Scientific) with protease inhibitor and heated at 95°C for 5 min. Proteins were separated on 10% precast gels (Bis-Tris) and transferred to polyvinylidene fluoride (PVDF) membranes. The blots were then incubated in the blocking buffer [5% low-fat dry milk/tris buffered saline tween-20 (TBST)] for 1 h at RT and probed with acetyl-α-tubulin antibody (1:1,000) or GAPDH antibody (1:5,000) overnight at 4°C. After washes in TBST, the blots were incubated with the corresponding secondary antibodies for 1 h at RT. Chemiluminescence signals were acquired with ECL Plus (Thermo Fisher Scientific), and protein bands were detected by Tanon-3900 Imaging System.

### RNA Sequencing

Oocytes at M II stage were collected from control and SIRT6-inhibited groups (100 oocytes per group), and total RNA was extracted using RNeasy Micro Kit (Qiagen) according to manufacturer’s instructions. Extracted RNA was quantified with the Qubit RNA Assay Kit (Thermo Fisher Scientific). mRNA library construction was performed with NEBNext Ultra RNA Library Prep Kit for Illumina (New England Biolabs) according to the manuals. The protocol consisted of sequential RNA fragmentation, reverse transcription using random primers, second strand cDNA synthesis, end repair, dA-tailing, adapter ligation, and PCR enrichment. The concentration and quality of libraries were tested by a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific), qPCR, and Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, United States). Then, the libraries were sequenced on Illumina Hiseq X Ten instruments with 150-bp pair-end reads. All clusters that passed the quality filter were exported into fastq files.

### RNA Isolation and Quantitative Real-Time PCR

Total RNA was extracted from a total of 30 oocytes using RNeasy Mini Kit (Qiagen, Germantown, MD, United States) and reversed to cDNA using PrimeScript RT Master Mix (Takara, Kusatsu, Shiga, Japan), followed by storing at −20°C until use. Quantitative real-time PCR was conducted using SYBR Green PCR Master Mix with QuantStudio 7 Flex Real-Time PCR System (Thermo Fisher, Waltham, MA, United States). Data were normalized against GAPDH, and quantification of the fold change was determined by the comparative CT method. The primers were listed as follows:

*FOXO1* (F: CGCCACCATACCTATCGTCC/R: GGGAAT ACGTGTGCCCAGAA);

*PPP1CC* (F: TCTATGGAGCAGATTCGGCG/R:CGGGGT CAGACCACAAAAGA);

*NFATC2* (F: CACCTGGGGTGTTGGTTTGA/R: CTGCAG CTTCGCAGAAATCC);

*PNN* (F: CCATCCAAGCCAGATTGCTG/R: GATTCTC TCCGAGTCCGACG);

*SRSF10* (F: GACCGACTGGAAGACCACG/R: GTAGCAG CTTACAGGGCCAA);

*GAPDH*: (F: GATGGTGAAGGTCGGAGTG/R: CGAAGTT GTCATGGATGACC).

### Statistical Analysis

All percentages or values from at least three repeated experiments were expressed as the mean ± SEM or mean ± SD, and the number of oocytes observed was labeled in parentheses as (*n*). Data were analyzed by one-way ANOVA or *t*-test, provided by GraphPad Prism 8 statistical software. The level of significance was accepted as *P* < 0.05.

## Results

### Inhibition of SIRT6 Perturbs the Porcine Oocyte Meiotic Maturation and Activates Spindle Assembly Checkpoint

To examine the function of SIRT6 during the porcine oocyte meiotic maturation, a cell-permeable SIRT6-specific inhibitor, SIRT6-IN-1, was supplemented to the *in vitro* maturation medium (50 or 100 μM) to assess the developmental status of COCs. As displayed in Figure 1A, most of the cumulus cells surrounding control oocytes were well expanded after *in vitro* maturation for 44 h, while those surrounding SIRT6-inhibited oocytes were only expanded partially or even not expanded entirely (Figure 1A). Furthermore, a majority of oocytes developed to M II stage with the first polar body in the control group but failed after inhibition of SIRT6 (Figure 1A). Quantitative results indicated that the rate of polar body extrusion (PBE) was decreased in a dose-dependent manner in SIRT6-inhibited oocytes in comparison with the controls (control: 72.6% ± 1.7%, *n* = 127; 50 μM: 62.8% ± 1.1%, *n* = 129, *P* < 0.01; 100 μM: 40.3% ± 1.4%, *n* = 129, *P* < 0.001; Figure 1B). We finally used the concentration of 100 μM SIRT6-IN-1 for subsequent studies.

**FIGURE 1:**
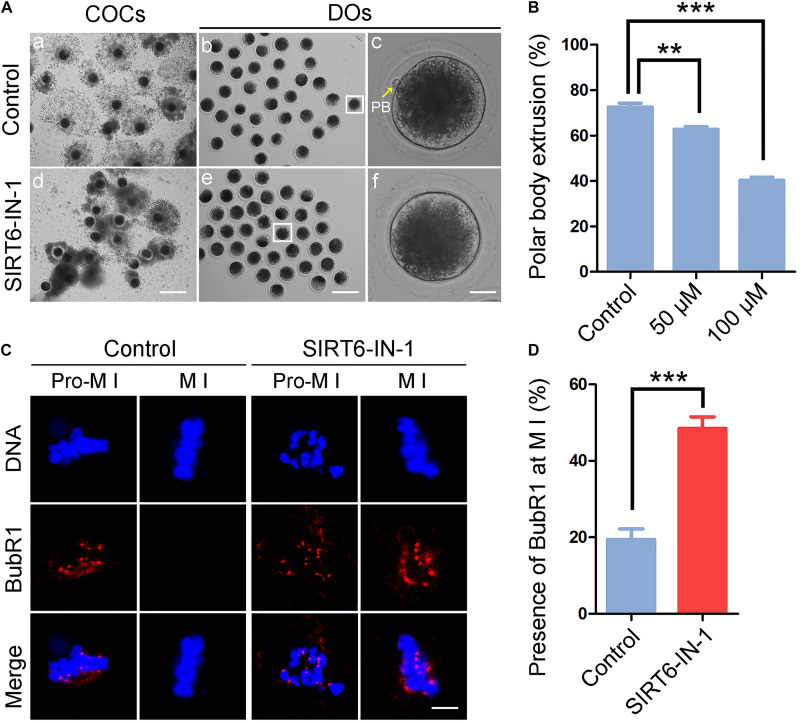
Effect of SIRT6 inhibition on meiotic maturation and spindle assembly checkpoint (SAC) activation in porcine oocytes. **(A)** Representative images of *in vitro*-matured oocytes in control and SIRT6-inhibited groups. Polar body extrusion (PBE) of denuded oocytes (DOs) and cumulus cell expansion of cumulus cell–oocyte complexes (COCs) were imaged by the confocal microscope. Scale bar, 360 μm **(a,d)**; 240 μm **(b,e)**; 30 μm **(c,f)**. **(B)** The proportion of PBE was calculated in control and different concentrations of SIRT6-inhibited groups (50 and 100 μM) after 44 h *in vitro* culture. **(C)** The localization of BubR1 on the chromosomes in control and SIRT6-inhibited oocytes at pro-metaphase I (M I) and M I stages. Porcine oocytes were immunostained with BubR1 antibody and counterstained with Hoechst. Scale bar, 10 μm. **(D)** The proportion of BubR1 presence at the M I stage was calculated in control and SIRT6-inhibited oocytes. Data of panels **(B,D)** were shown as the mean percentage (mean ± SEM) of at least three independent experiments. **P < 0.01, ***P < 0.001.

A high frequency of meiotic arrest in SIRT6-inhibited oocytes implies that spindle assembly checkpoint (SAC) might be provoked. To test it, oocytes were immunostained for BubR1, a pivotal component of SAC, to indicate the SAC activity. In control oocytes, BubR1 located to the kinetochores at pro-M I stage and released to the cytoplasm at M I stage (Figure 1C). However, BubR1 was still present at kinetochores at M I stage in SIRT6-inhibited oocytes, indicative of persistent activation of SAC (19.5% ± 2.8%, *n* = 36 vs. 48.5% ± 3.0%, *n* = 33, *P* < 0.001; Figures 1C,D).

### Inhibition of SIRT6 Impairs the Spindle/Chromosome Structure in Porcine Oocytes

To ask whether the persistent activation of SAC observed in SIRT6-inhibited oocytes results from the defects in spindle assembly and chromosome alignment, M I oocytes were immunostained with α-tubulin antibody to show the spindle morphology and counterstained with PI to exhibit the chromosome alignment. The immunofluorescent images indicated that control oocytes displayed a typical barrel-shaped spindle apparatus with well-aligned chromosomes at the equatorial plate (Figure 2A). On the contrary, SIRT6-inhibited oocytes presented a much higher incidence of aberrant spindles and misaligned chromosomes (spindle: 22.4% ± 1.9%, *n* = 49 vs. 56.0% ± 1.7%, *n* = 47, *P* < 0.001; chromosome: 24.5% ± 0.5%, *n* = 49 vs. 60.1% ± 1.2%, *n* = 50, *P* < 0.001; Figures 2A–C), suggesting that SIRT6 inhibition results in the defective spindle/chromosome structure, which is a major cause for the SAC activation and oocyte meiotic arrest.

**FIGURE 2:**
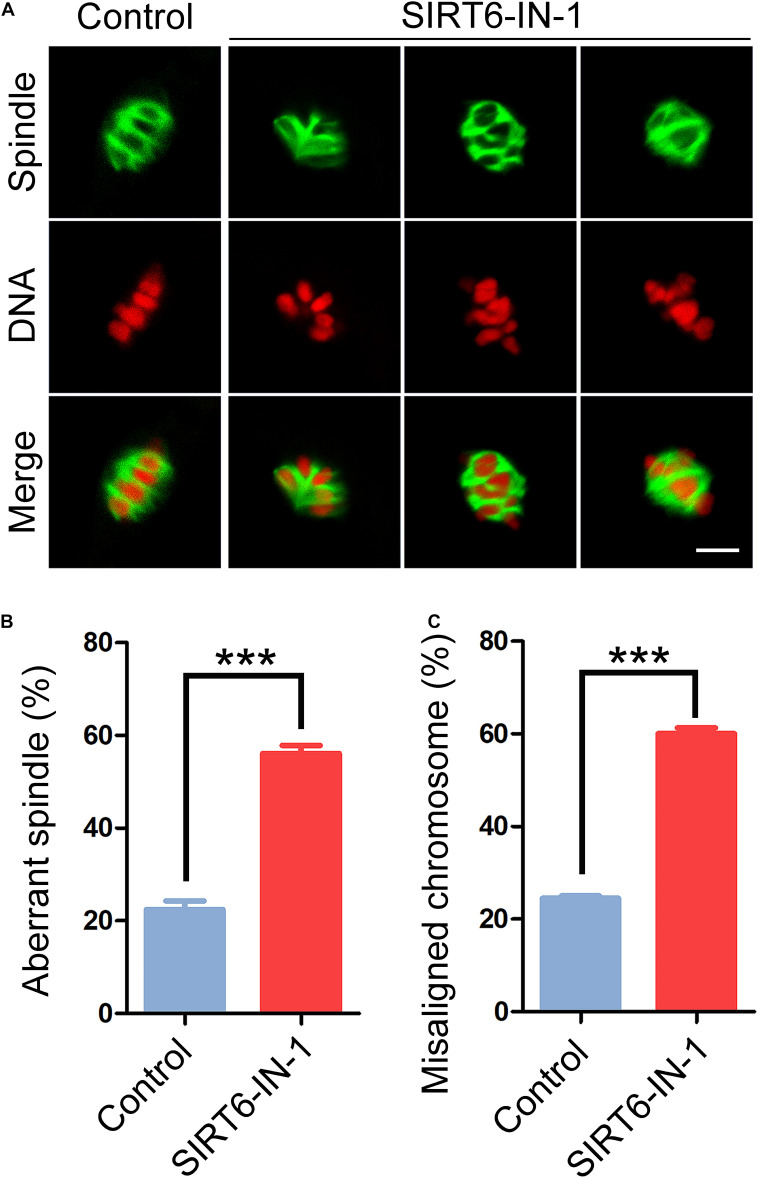
Effect of SIRT6 inhibition on the spindle assembly and chromosome alignment in porcine oocytes. **(A)** Representative images of spindle/chromosome structure in control and SIRT6-inhibited oocytes. Porcine oocytes were immunostained with α-tubulin-FITC antibody to show the spindle morphologies and were counterstained with propidium iodide (PI) to display the chromosome alignment. Scale bar, 10 μm. **(B)** The proportion of abnormal spindles was calculated in control and SIRT6-inhibited oocytes. **(C)** The proportion of misaligned chromosomes was calculated in control and SIRT6-inhibited oocytes. Data of panels **(B,C)** were expressed as the mean percentage (mean ± SEM) of at least three independent experiments. ***P < 0.001.

### Inhibition of SIRT6 Reduces the Level of Acetylated α-Tubulin in Porcine Oocytes

Since normal spindle organization is dependent on the microtubule dynamics, we then evaluated the microtubule stability by assessing the acetylation level of α-tubulin, a sign of the stable microtubules that has been validated in mammalian oocytes. We found that SIRT6 inhibition remarkably reduced the signals of acetyl-α-tubulin in comparison with the controls, as assessed by the fluorescence imaging and intensity measurement (11.7 ± 1.1, *n* = 33 vs. 22.4 ± 2.2, *n* = 28, *P* < 0.001; Figures 3A,B), which was further verified by the immunoblotting analysis (Figure 3C). These data indicate that SIRT6 inhibition produces the less stable microtubules and thus disrupts spindle organization.

**FIGURE 3:**
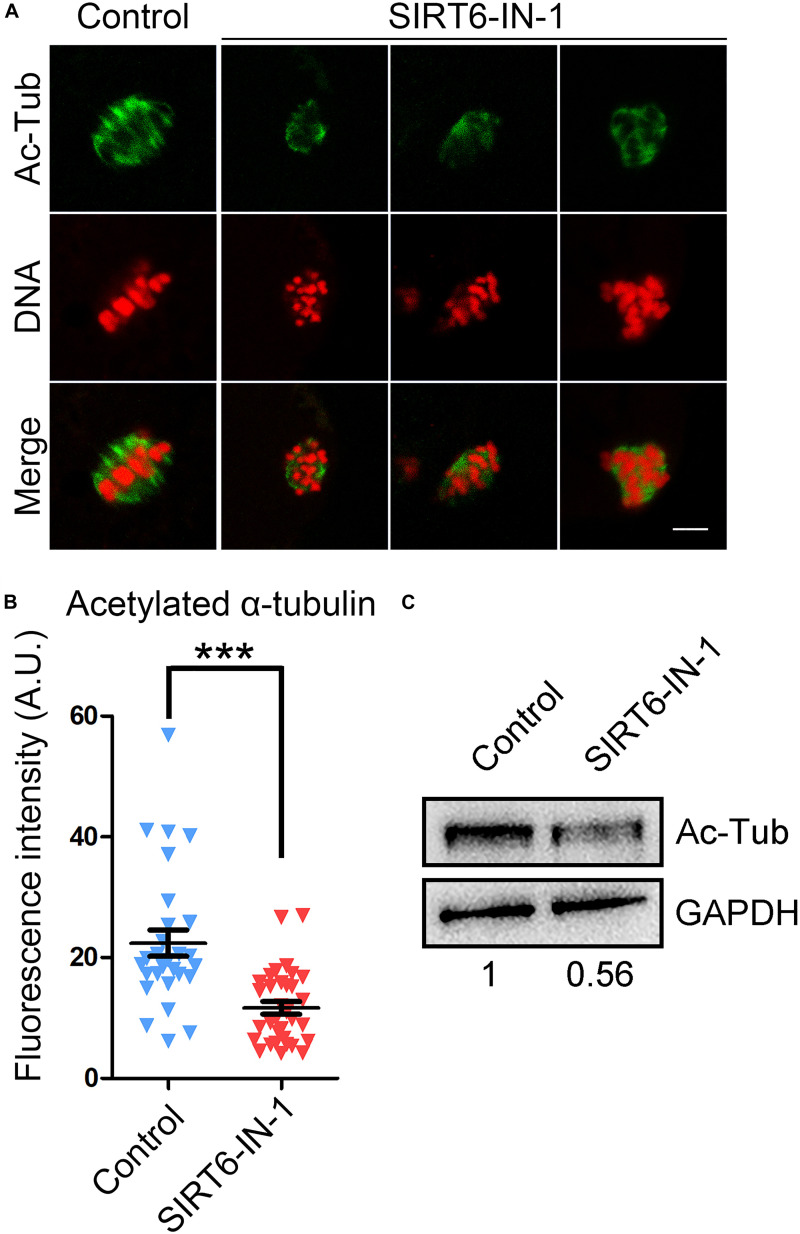
Effect of SIRT6 inhibition on the level of acetylated α-tubulin in porcine oocytes. **(A)** Representative images of α-tubulin acetylation in control and SIRT6-inhibited oocytes. Porcine oocytes were immunostained with acetyl-α-tubulin (Lys40) antibody and counterstained with propidium iodide (PI). Scale bar, 10 μm. **(B)** The fluorescence intensity of acetyl-α-tubulin signals was quantified in control and SIRT6-inhibited oocytes. Data were expressed as the mean percentage (mean ± SEM) of at least three independent experiments. ***P < 0.001. **(C)** The levels of acetylated α-tubulin in control and SIRT6-inhibited oocytes were detected by immunoblotting. The oocytes were immunoblotted for acetyl-α-tubulin (Lys40) and glyceraldehyde 3-phosphate dehydrogenase (GAPDH), respectively.

### Inhibition of SIRT6 Disturbs the Actin Cytoskeleton in Porcine Oocytes

In meiosis, the actin filaments take a critical part in chromosome movement, spindle positioning, and cortical polarization during oocyte maturation (Azoury et al., 2008; Field and Lenart, 2011; Duan and Sun, 2019). To further investigate whether SIRT6 drives oocyte meiosis by affecting the actin cytoskeleton, phalloidin-TRITC was used to label the F-actin for displaying the actin filaments. As presented in Figure 4A, actin filaments were identically concentrated on the plasma membrane with strong signals in control oocytes. By striking contrast, SIRT6-inhibited oocytes showed the impaired assembly of actin filaments with weak signals (Figure 4A), which was verified by the fluorescence plot profiling that was measured along the lines drawn across the oocytes (Figure 4B). In addition, the quantification of fluorescence intensity on the plasma membrane revealed that the signals of actin filaments were significantly decreased in SIRT6-inhibited oocytes (19.5 ± 1.1, *n* = 34 vs. 10.0 ± 0.3, *n* = 34, *P* < 0.01; Figure 4C), implying that SIRT6 is implicated in the actin dynamics to drive the porcine oocyte meiotic maturation.

**FIGURE 4:**
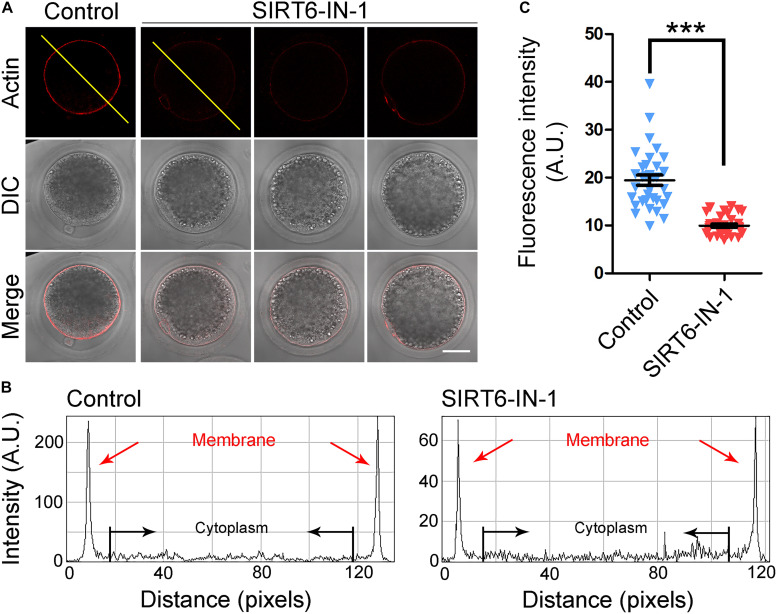
Effect of SIRT6 inhibition on the actin dynamics in porcine oocytes. **(A)** Representative images of actin filaments in control and SIRT6-inhibited oocytes. Porcine oocytes were stained with phalloidin-TRITC to show the actin filaments. Scale bar, 40 μm. **(B)** The graphs showed the fluorescence intensity profiling of actin filaments in control and SIRT6-inhibited oocytes. Pixel intensities were measured along the lines drawn across the oocytes. **(C)** The fluorescence intensity of actin signals was quantified in control and SIRT6-inhibited oocytes. Data were expressed as the mean percentage (mean ± SEM) of at least three independent experiments. ***P < 0.001.

### SIRT6 Is Essential for the Correct Distribution of Cortical Granules and Ovastacin in Porcine Oocytes

The distribution of CGs, which are the oocyte-specific vesicles implicated in the post-fertilization block to polyspermy (Sun et al., 2001; Burkart et al., 2012), is regarded as one of the key indexes of oocyte cytoplasmic maturation. Therefore, we labeled the CGs with FITC-conjugated LCA to visualize their distribution dynamics. As displayed in Figure 5A, CGs distributed in the subcortex of oocytes with uniform and robust signals. Whereas they lost this regular localization pattern in SIRT6-inhibited oocytes by showing incontinuous and faded signals (Figure 5A). The quantitation result of fluorescence intensity revealed that CG signals had a substantial decrease in SIRT6-inhibited oocytes compared to the controls (91.3 ± 5.1, *n* = 33 vs. 51.6 ± 1.9, *n* = 32, *P* < 0.001; Figure 5B).

**FIGURE 5:**
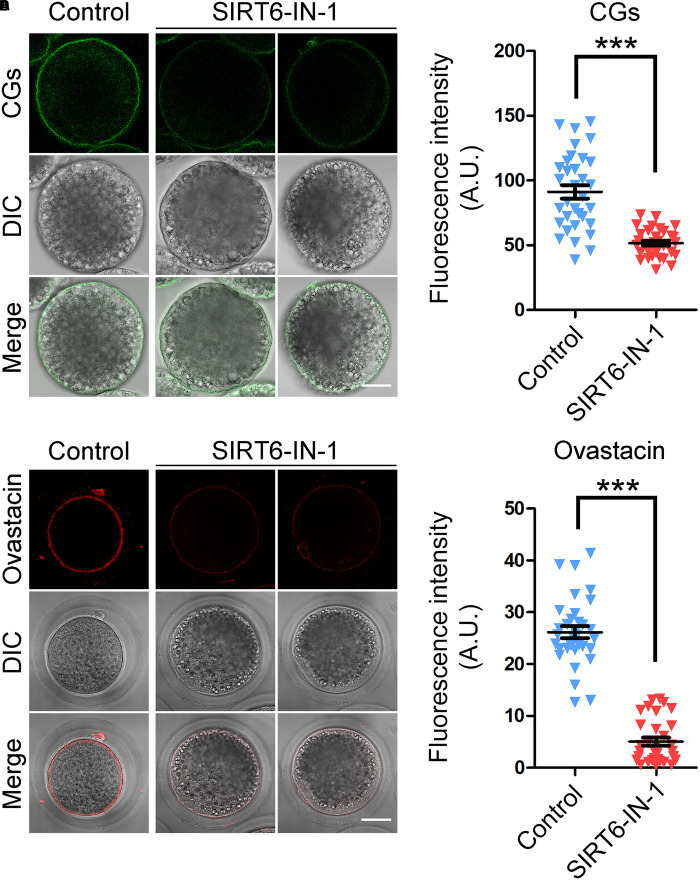
Effect of SIRT6 inhibition on the localization patterns of cortical granules (CGs) and ovastacin in porcine oocytes. **(A)** Representative images of CG distribution in control and SIRT6-inhibited oocytes. Porcine oocytes were stained with LCA-FITC to display the CGs. Scale bar, 30 μm. **(B)** The fluorescence intensity of LCA signals was quantified in control and SIRT6-inhibited oocytes. **(C)** Representative images of ovastacin distribution in control and SIRT6-inhibited oocytes. Porcine oocytes were immunostained with ovastacin antibody and imaged by confocal microscope. Scale bar, 30 μm. **(D)** The fluorescence intensity of ovastacin signals was quantified in control and SIRT6-inhibited oocytes. Data of panels **(B,D)** were expressed as the mean percentage (mean ± SEM) of at least three independent experiments. ***P < 0.001.

Furthermore, we detected the distribution of ovastacin, a content of CGs that regulates the post-fertilization sperm binding to prevent polyspermy. If ovastacin is released out of oocytes before fertilization, it would lead to the premature loss of sperm-binding sites in the zona pellucida (ZP) of oocytes. Consistent with the distribution pattern of CGs, we found that ovastacin was localized in the subcortical region with strong signals in control oocytes. On the contrary, the much lower signals of ovastacin were observed in SIRT6-inhibited oocytes (Figure 5C). As expected, the fluorescence intensity quantification revealed that ovastacin signals were considerably decreased in SIRT6-inhibited oocytes than those in controls (5.0 ± 0.8, *n* = 32 vs. 26.2 ± 1.1, *n* = 43, *P* < 0.001; Figure 5D), indicating that SIRT6 inhibition compromises the cytoplasmic maturation of porcine oocytes.

### Transcriptome Analysis Identifies Target Effectors of SIRT6 in Porcine Oocytes

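RNA sequencing covered 4 libraries of porcine oocytes at the M II stage, 2 from control oocytes and 2 from SIRT6-inhibited oocytes matured with 100 μM SIRT6-IN-1, a cell-permeable inhibitor of SIRT6 activity. Oocytes were matured in vitro for 42 to 44 h, and the paper gives 100 oocytes per group without saying how many went into each library. The paper describes column extraction of RNA followed by fragmentation and random-primed libraries. The sample labels also name Smart-seq2, an amplification of full-length cDNA from small amounts of RNA, and the paper's text does not mention it. Libraries were sequenced with 150-bp paired-end reads. The authors deposited the number of reads counted on each gene symbol, without normalization. The paper's text names no aligner, genome build, annotation, counting tool or strand setting, and no test or threshold for differential expression, while the figure of its DEGs draws a line on an unlabelled axis that was read here as an unadjusted p-value of 0.05. The table lists 4381 gene symbols, which is part of the porcine gene catalogue, so the totals are counts on the listed genes and not the full sequencing depth. Totals were 4646129 and 3405960 counts in control libraries 1 and 2, and 3239200 and 4972602 counts in SIRT6-inhibited libraries 1 and 2. Detected genes numbered 2411 and 2689 in the control libraries and 2277 and 2320 in the SIRT6-inhibited libraries. The smallest share these totals can show, 3 counts, was between 0.603 and 0.926 CPM (counts relative to the library total), which covers counting error only because amplified reads are not independent molecules. DNMT1 alone took between 17.8% and 19.0% of the counts of each library. Counts were normalized with edgeR's TMM method and the groups were compared with edgeR's quasi-likelihood test on the 2387 genes kept by edgeR's filterByExpr, with Benjamini-Hochberg adjustment. An exact permutation test of 2 libraries against 2 cannot give a p-value below 0.333, so it was not used for single genes. On the log2 scale, Pearson's r across genes was 0.909 between the control libraries, 0.866 between the SIRT6-inhibited libraries and between 0.868 and 0.891 between libraries of different groups. Libraries of the same group were thus not always closer to each other than to the other group, with the caveat that genes are not independent replicates. The first principal component (40.0% of the variance) separated the SIRT6-inhibited libraries from each other, and the second (36.7%) separated the groups. Deviations from the group means of libraries with the same replicate number had a correlation of -0.117 across genes, so fits with the replicate number as a block, and with the numbers crossed, were made beside the fit without a block. With 4 libraries, a block leaves almost nothing from which to estimate the spread between pairs. Low p-values from the block fits are therefore weak support. SIRT6 itself, whose activity and not its transcript is the target of the inhibitor, had 0 and 42 counts in the control libraries and 52 and 57 counts in the SIRT6-inhibited libraries, which was not a detectable difference (edgeR's quasi-likelihood test, adjusted p = 0.980).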

To gain insight into the exact roles of SIRT6 during porcine oocyte maturation, we profiled the transcriptome of M II oocytes from control and SIRT6-inhibited groups by RNA sequencing to identify the potential downstream effectors. Heatmap and volcano plot data indicated that 94 differentially expressed genes (DEGs) were identified in SIRT6-inhibited oocytes compared to the controls (Figures 6A,B). 

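Among the 2387 genes tested, 0 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and the lowest adjusted p-value was 0.460. At an unadjusted p-value under 0.05 there were 216 genes, where 119 would be expected by chance. Of these 216 genes, 215 changed the same way in all 4 comparisons of a SIRT6-inhibited with a control library. Over all tested genes, the libraries of the groups did not overlap for 958 genes (40.1%), where chance gives 33.3%. The common biological coefficient of variation was 0.651. It is a single value of the spread between libraries of one group relative to the mean, fitted to all tested genes together. The spread of single genes differs from it. With the replicate number as a block, 6 genes had an adjusted p-value under 0.05 and 176 an unadjusted one, and with the replicate numbers crossed, a pairing chosen after seeing the data, the counts were 2 and 241. The adjusted count moved most without a filter on low counts, to 43 genes. These included RN18S, ZP3 and AURKA, whose libraries overlapped between the groups, so the calls of that fit are weak support. DESeq2's Wald test called 34, of which 16 were lower in SIRT6-inhibited oocytes. The unadjusted count moved most when an absolute log2 fold change of at least 1 was also required, to 97 genes.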

Among them, 71 DEGs were downregulated and 23 DEGs were upregulated (Figure 6B). 

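Of the 216 genes with an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test, 143 (66.2%) were lower and 73 were higher in SIRT6-inhibited oocytes than in controls. The lower genes had a median log2 fold change of -1.32 and the higher genes of 0.48. In 31 of the lower genes both SIRT6-inhibited libraries had 0 counts, and in 4 of the higher genes both control libraries had 0 counts. There were 127 lower and 49 higher genes with the replicate block. An absolute log2 fold change of at least 1 left 87 lower and 10 higher genes. The volcano plot of Fig. 6B carries 43 legible gene labels, 30 of them coloured as downregulated. The deposited counts list 42 of these genes, and 40 had the direction coloured in Fig. 6B, with an unadjusted p-value under 0.05 for 25. GDF9, an oocyte-secreted growth factor, had 2155 ± 1177 normalized CPM (SD, n = 2) in control oocytes and 685 ± 413 (SD, n = 2) in SIRT6-inhibited oocytes. Its log2 fold change was -1.65 (standard error 0.50, edgeR adjusted p = 0.469). The adjusted edgeR p-value fell to 0.00398 with the replicate block and to 0.00393 with the numbers crossed. Between same-numbered libraries GDF9 fell unevenly, from 1323 to 978 normalized CPM for replicate 1 and from 2988 to 393 for replicate 2. These low p-values hardly measure that spread between pairs. DESeq2's Wald test gave GDF9 an unadjusted p-value of 0.0502. With each library left out in turn, the log2 fold change of GDF9 stayed between -2.45 and -0.95. ZP3, a zona pellucida protein, had a log2 fold change of -1.04 (standard error 0.53, edgeR adjusted p = 0.615). The libraries of the groups overlapped, and its unadjusted p-value was above 0.05 in this fit. ZP3 had an unadjusted p-value under 0.05 in 5 of 11 other fits. Its adjusted edgeR p-value was 0.220 with the replicate block and 0.0648 with the numbers crossed, and it was under 0.05 without a filter on low counts. Between same-numbered libraries ZP3 rose from 542 to 645 normalized CPM for replicate 1 and fell from 1275 to 241 for replicate 2. HSP90B1, a chaperone of the endoplasmic reticulum, fell from 566 ± 221 to 171 ± 67.8 normalized CPM (SD, n = 2 each), a log2 fold change of -1.73 (standard error 0.36, edgeR adjusted p = 0.460, and 0.00256 with the block). RN18S, the 18S ribosomal RNA, is encoded by many near-identical copies, so its count is uncertain. It took 1.15% of the counts of control library 1 and between 0.259% and 0.348% of each of the other libraries, so its log2 fold change of -1.20 rested on 1 library (standard error 0.59, edgeR adjusted p = 0.599).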

Transcript levels of several randomly selected genes were verified by quantitative real-time PCR (Figures 6C,D). 

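The RNA-seq side of this comparison was recomputed for the 5 genes of Fig. 6C, and the quantitative PCR was not analysed here. NFATC2, a transcription factor activated by calcineurin, rose from 212 ± 12.4 to 339 ± 30.8 normalized CPM (SD, n = 2 each). This is a log2 fold change of 0.68 with a standard error of 0.18 (edgeR adjusted p = 0.460, unadjusted p under 0.05). FOXO1, a forkhead transcription factor, went from 49.1 ± 21.8 to 88.1 ± 45.0 normalized CPM (SD, n = 2 each). Its log2 fold change of 0.84 (standard error 0.50, edgeR adjusted p = 0.722) was not detectable at an unadjusted p-value of 0.05. The libraries of the groups overlapped. PPP1CC, a catalytic subunit of protein phosphatase 1, had 798 ± 92.8 normalized CPM in control and 859 ± 29.4 in SIRT6-inhibited oocytes (SD, n = 2 each). This difference was not detectable either, with a log2 fold change of 0.11 (standard error 0.14, edgeR adjusted p = 0.965). The mRNA-processing genes PNN and SRSF10 were lower in both SIRT6-inhibited libraries than in both control libraries. PNN fell from 191 ± 86.2 to 105.0 ± 7.39 normalized CPM, a log2 fold change of -0.86 (standard error 0.35, edgeR adjusted p = 0.534). SRSF10 fell from 104 ± 10.2 to 48.6 ± 24.8, a log2 fold change of -1.103 (standard error 0.42, edgeR adjusted p = 0.526). PNN and SRSF10 also had an unadjusted p-value under 0.05. In the fit with the replicate block, edgeR's adjusted p-values were 0.347 for NFATC2, 0.841 for FOXO1, 0.452 for PNN, 0.328 for SRSF10 and 0.9996 for PPP1CC. FOXO1 reached an unadjusted p-value under 0.05 when the replicate numbers were crossed (edgeR adjusted p = 0.434). With each library left out in turn, PPP1CC ranged from a log2 fold change of -0.01 to 0.23, while the other genes kept their direction. For NFATC2, PNN and SRSF10, whose groups did not overlap, this could hardly have been otherwise. The log2 fold change ranged from 0.20 to 1.38 for FOXO1 and from 0.58 to 0.77 for NFATC2. For PNN the range was -1.27 to -0.31, and for SRSF10 it was -1.74 to -0.65.

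**Figure D1:**
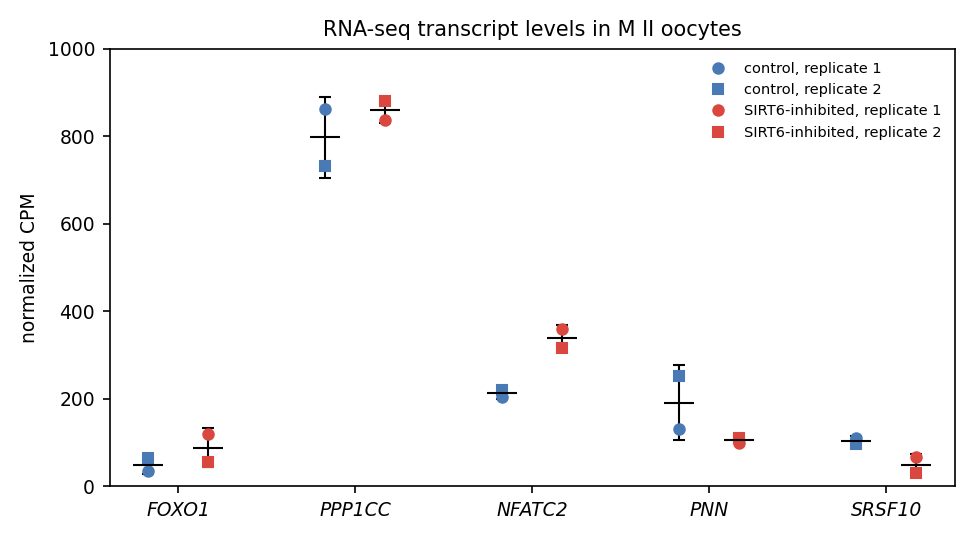
Normalized CPM (vertical axis) of FOXO1, PPP1CC, NFATC2, PNN and SRSF10 in each control (blue) and SIRT6-inhibited (red) library, with circles for replicate 1, squares for replicate 2, and horizontal lines and bars for the mean ± SD (n = 2). The libraries of the groups are separate for NFATC2, PNN and SRSF10 and overlap for FOXO1 and PPP1CC.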

In particular, Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis showed that DEGs were highly enriched in the pathways related to oocyte meiosis, oxidative phosphorylation, and cellular senescence (Figure 6E). 

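The pathway database was not used here, so 3 gene lists for these pathways were written by hand before the counts were examined. The background was the 2387 genes tested, and the 216 genes with an unadjusted p-value under 0.05 were tested for over-representation with a one-sided Fisher's exact test. Of 36 tested oocyte meiosis genes, 3 were among the 216, where 3.26 would be expected (Fisher's exact test, p = 0.646). For oxidative phosphorylation, 3 of 37 tested genes were among them, where 3.35 would be expected (Fisher's exact test, p = 0.665). For cellular senescence, 9 of 56 tested genes were among them, where 5.07 would be expected (Fisher's exact test, p = 0.0609, and 0.183 after Benjamini-Hochberg adjustment over the 3 lists). No list was over-represented at 0.05 in this comparison. The senescence result moved with the fit. There were 10 senescence genes with the replicate block (Fisher's exact test, p = 0.00663), and with the replicate numbers crossed there were 12 (Fisher's exact test, p = 0.00832). These block fits are weak support, since they hardly measure the spread between pairs. The direction of each whole list was tested with limma's camera on the same counts, against all other tested genes. Oxidative phosphorylation genes had a median log2 fold change of -0.44, with 29 genes lower and 8 higher (limma camera adjusted p = 0.172 over the 5 lists tested). Without adjustment this p-value was under 0.05. The adjusted camera p-value was 0.157 with the replicate block and 0.149 with the numbers crossed. Restricted to genes with at least 10 counts in every library, the median was -0.26 (limma camera adjusted p = 0.346). Oocyte meiosis genes had a median of -0.02 (limma camera adjusted p = 0.671, and 0.638 with the block). Cellular senescence genes had a median of 0.06 (limma camera adjusted p = 0.671, and 0.540 with the block). The median over all tested genes was -0.04.

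**Figure D2:**
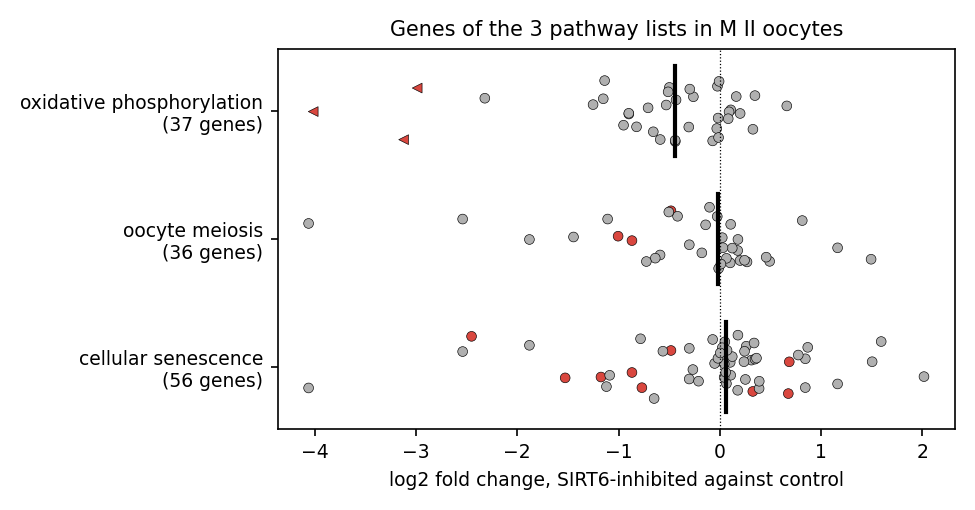
Log2 fold change of SIRT6-inhibited against control oocytes (horizontal axis) for each tested gene of the oxidative phosphorylation, oocyte meiosis and cellular senescence lists, with red for an unadjusted edgeR p under 0.05, grey for the others and a black bar for the median of each list. Left-pointing triangles are the 3 genes with 0 counts in both SIRT6-inhibited libraries, drawn at the smallest decrease the depth can show, and the median lies below 0 for oxidative phosphorylation (-0.44) and near 0 for oocyte meiosis (-0.02) and cellular senescence (0.06).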

The oocyte meiosis pathway confirmed our above observations about meiotic defects in SIRT6-inhibited oocytes. 

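The 3 oocyte meiosis genes with an unadjusted p-value under 0.05 were CCNB2, CPEB2 and CALM3, and all were lower in SIRT6-inhibited oocytes. CCNB2, which encodes cyclin B2, fell from 414 ± 26.8 to 227 ± 28.1 normalized CPM (SD, n = 2 each). Its log2 fold change was -0.87 (standard error 0.18, edgeR adjusted p = 0.460), and it stayed between -0.999 and -0.746 with each library left out in turn. CPEB2, which encodes a protein that binds the polyadenylation element of maternal mRNAs, had a log2 fold change of -1.005 (standard error 0.41, edgeR adjusted p = 0.534). CALM3, which encodes calmodulin, had a log2 fold change of -0.48 (standard error 0.20, edgeR adjusted p = 0.540), and reads shared with the other calmodulin genes make its count uncertain. Of the 36 tested genes of the list, 19 were lower and 17 higher, and in this fit 0 passed Benjamini-Hochberg adjustment, either over all genes or over the list alone. CCNB2 passed adjustment over all genes without a filter on low counts and with DESeq2. AURKA, named after its values were seen, passed without a filter, while its adjusted edgeR p-value was 0.941 with the filter. Its libraries overlapped, with 280 and 1098 normalized CPM in control and 659 and 175 in SIRT6-inhibited oocytes. Passing without a filter is thus no evidence that AURKA changed. The adjusted edgeR p-values of CCNB2, CPEB2 and CALM3 were 0.134, 0.409 and 0.623 with the replicate block. With each library left out in turn, CPEB2 ranged from -1.57 to -0.61 and CALM3 from -0.71 to -0.22. The unadjusted p-value of CPEB2 was 0.0725 in DESeq2's Wald test. That of CALM3 was 0.0510 in edgeR's test with RLE normalization. Each stayed under 0.05 in the other fits.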

The pathways of oxidative phosphorylation and cellular senescence indicated that dysfunction of SIRT6 might induce oxidative stress and apoptosis in porcine oocytes.

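Among the oxidative phosphorylation genes, ATP6V1C1, NDUFA8 and NDUFA13 had an unadjusted p-value under 0.05 in edgeR's test, and each had 0 counts in both SIRT6-inhibited libraries. NDUFA8 and NDUFA13 encode subunits of respiratory complex I, and ATP6V1C1 encodes a subunit of the vacuolar proton pump. They were low in control oocytes too. NDUFA13 had 32 and 28 counts, NDUFA8 had 53 and 17 counts and ATP6V1C1 had 17 and 94 counts in the control libraries. Set against the 3-count floor, SIRT6-inhibited oocytes were below the control mean at least 7.93-fold for NDUFA13, 8.71-fold for NDUFA8 and 16.2-fold for ATP6V1C1. Control libraries 1 and 2 differed for NDUFA8 (11.4 and 4.79 normalized CPM) and ATP6V1C1 (3.67 and 26.5). The lower control library alone would give these 2 genes a smaller bound. Their adjusted edgeR p-values were 0.510 for NDUFA13, 0.504 for NDUFA8 and 0.469 for ATP6V1C1. In the fit with the replicate block, NDUFA13 and NDUFA8 no longer had an unadjusted p-value under 0.05 (edgeR adjusted p = 0.9996 and 0.997), while ATP6V1C1 did (adjusted p = 0.544). ATP6V1C1 also passed adjustment with DESeq2. Of the cellular senescence genes with an unadjusted p-value under 0.05, 6 were lower and 3 were higher in SIRT6-inhibited oocytes. NFKB1, a subunit of the transcription factor NF-κB, had a log2 fold change of -1.53 (standard error 0.40, edgeR adjusted p = 0.460). CCNB2, CALM3, LIN52 and SLC25A6 were also lower, and the higher genes were TRPV4, NFATC2 and MYBL2. The log2 fold change was 0.69 for TRPV4, which lies above the median abundance of the tested genes, and 0.33 for MYBL2. From the enrichment of these pathways among its DEGs, the paper proposes that dysfunction of SIRT6 might induce oxidative stress and apoptosis, and it went on to measure ROS.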

**FIGURE 6:**
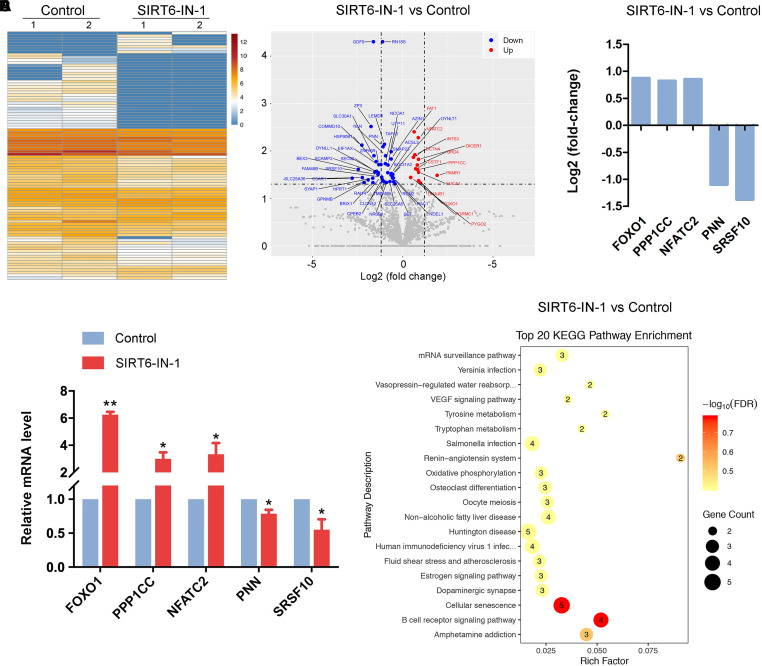
Effect of SIRT6 inhibition on the transcriptome profile of porcine oocytes. **(A)** Heatmap illustration displayed the differentially expressed genes (DEGs) between control and SIRT6-inhibited oocytes. **(B)** Volcano plot showed the DEGs in SIRT6-inhibited oocytes compared to controls. Downregulated, blue; upregulated, red. **(C)** RNA sequencing (RNA-seq) results of selected genes in SIRT6-inhibited oocytes compared to controls. **(D)** Validation of RNA-seq data by quantitative RT-PCR in control (blue) and SIRT6-inhibited (red) oocytes. Data were presented as the mean percentage (mean ± SEM) of at least three independent experiments. **P < 0.01, *P < 0.05. **(E)** Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of DEGs in SIRT6-inhibited oocytes in comparison with controls.

### Inhibition of SIRT6 Produces Excessive Reactive Oxygen Species, Accumulated DNA Damage, and Apoptosis in Porcine Oocytes

In line with our transcriptome data, it has been reported that SIRT6 plays a pivotal role in reducing oxidative stress and suppressing apoptosis in mitotic cells (Fan et al., 2019). Hence, we investigated whether this is the case in porcine oocytes. For this purpose, ROS levels were measured by DCFH staining. As presented in Figure 7A, ROS signals were hardly observed in control oocytes. However, SIRT6 inhibition prominently elevated the signal levels in the oocyte cytoplasm (Figure 7A). Accordingly, the fluorescence intensity of ROS signals was much higher in SIRT6-inhibited oocytes compared to the controls (29.5 ± 1.5, *n* = 35 vs. 15.6 ± 0.9, *n* = 32, *P* < 0.001; Figure 7B).

**FIGURE 7:**
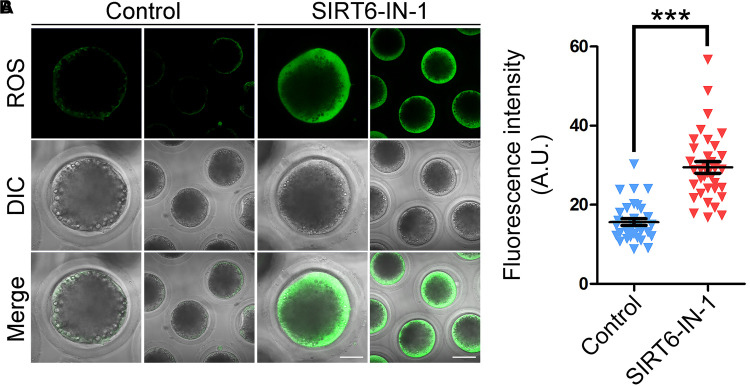
Effect of SIRT6 inhibition on the reactive oxygen species (ROS) levels in porcine oocytes. **(A)** Representative images of ROS levels by DCFH staining in control and SIRT6-inhibited oocytes. Scale bars, 40 and 80 μm. **(B)** The fluorescence intensity of ROS signals was quantified in control and SIRT6-inhibited oocytes. Data were expressed as the mean percentage (mean ± SEM) of at least three independent experiments. ***P < 0.001.

Because excessive ROS usually leads to DNA damage accumulation and SIRT6 plays an important role in DNA damage repair, including DNA double-strand break repair and base excision repair (Mao et al., 2011; Rizzo et al., 2017; Tian et al., 2019), we then examined the level of DNA damage after SIRT6 inhibition by γH2A.X antibody staining in porcine oocytes. The fluorescent imaging and intensity measurement displayed that γH2A.X signals dramatically accumulated in SIRT6-inhibited oocytes compared to the controls at both M I stage (14.2 ± 1.4, *n* = 29 vs. 26.5 ± 2.9, *n* = 29, *P* < 0.001; Figures 8A,B) and M II stage (26.0 ± 1.4, *n* = 15 vs. 53.8 ± 3.9, *n* = 22, *P* < 0.001; Figures 8A,C), suggesting that the DNA damage repair is compromised in SIRT6-inhibited oocytes.

**FIGURE 8:**
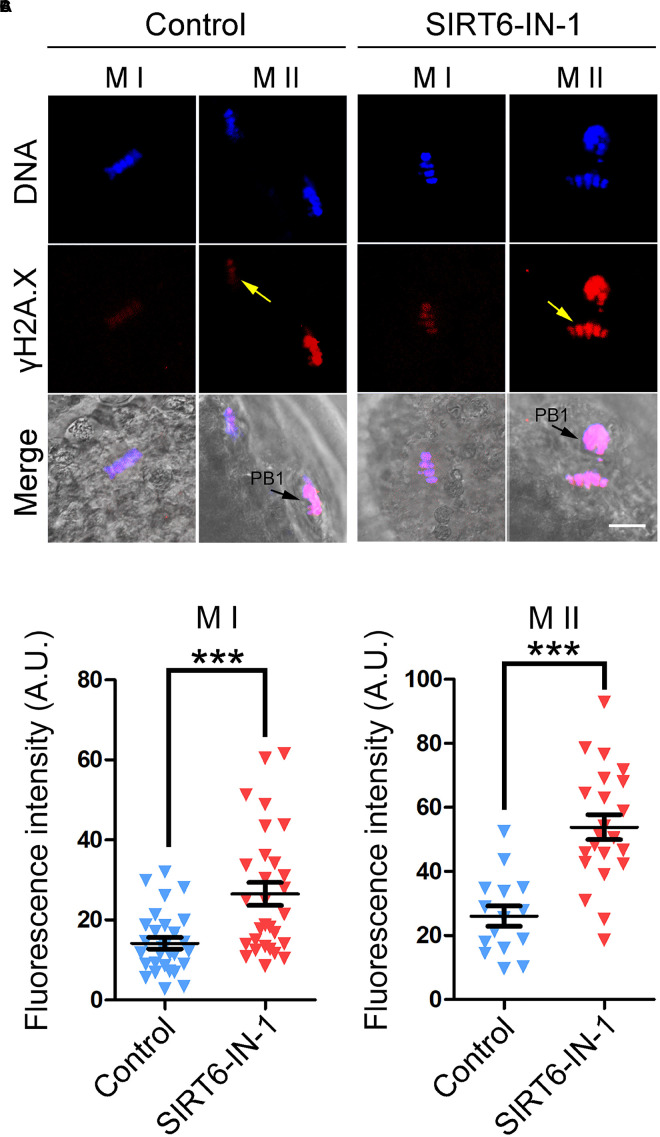
Effect of SIRT6 inhibition on the levels of DNA damage in porcine oocytes. **(A)** Representative images of γH2A.X accumulation in control and SIRT6-inhibited oocytes. Porcine oocytes were immunostained with γH2A.X antibody and imaged by confocal microscope. Scale bar, 20 μm. PB1, first polar body. **(B)** The fluorescence intensity of γH2A.X signals was quantified in control and SIRT6-inhibited oocytes at the metaphase I (M I) stage. **(C)** The fluorescence intensity of γH2A.X signals was quantified in control and SIRT6-inhibited oocytes at the M II stage. Data of panels **(B,C)** were expressed as the mean percentage (mean ± SEM) of at least three independent experiments. ***P < 0.001.

We next examined the apoptotic status of SIRT6-inhibited oocytes by Annexin-V staining. The imaging result showed that Annexin-V signals were hardly detected in control oocytes but evidently present on the membrane of SIRT6-inhibited oocytes (Figure 9A). Also, the proportion of apoptosis was significantly higher in SIRT6-inhibited oocytes than that in controls (5.8 ± 0.2, *n* = 39 vs. 10.2 ± 0.6, *n* = 28, *P* < 0.001; Figure 9B). Overall, these observations demonstrate that SIRT6 inhibition produces excessive ROS to induce apoptosis in porcine oocytes.

**FIGURE 9:**
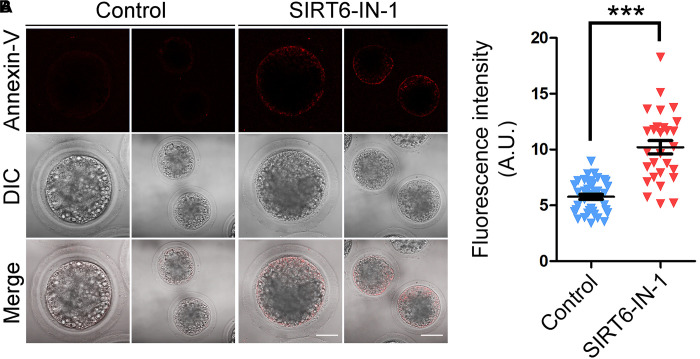
Effect of SIRT6 inhibition on the early apoptosis in porcine oocytes. **(A)** Representative images of apoptotic oocytes by Annexin-V staining in control and SIRT6-inhibited groups. Scale bars, 40 and 80 μm. **(B)** The proportion of apoptotic oocytes was calculated in control and SIRT6-inhibited groups. Data were expressed as the mean percentage (mean ± SEM) of at least three independent experiments. ***P < 0.001.

## Discussion

Sir2 in yeast is a heterochromatin molecule that functions in gene silencing and longevity (Imai et al., 2000). In mammals, seven homologs (sirtuins 1–7) of Sir2 have been characterized, varying in tissue specificity, cellular localization, enzymatic activity, and targets (Houtkooper et al., 2012). Many studies have demonstrated that sirtuins are implicated in the regulation of cellular metabolism, aging, and apoptosis (Houtkooper et al., 2012). SIRT6, as the distant mammalian Sir2 homolog, is a nuclear protein that has been involved in various biological processes, such as metabolic homeostasis, DNA damage repair, inflammation, aging, and tumorigenesis (Finkel et al., 2009). Previous study has revealed that SIRT6 is essential for the proper assembly of meiotic apparatus during mouse oocyte development (Han et al., 2015). However, whether this function of SIRT6 in meiosis is conserved among species and the potential underlying mechanisms are still unclear.

To address this question, we applied porcine oocytes as a research model, as they have the developmental and physiological similarities with humans in comparison with mice. We firstly investigated the effect of SIRT6 inhibition on polar body extrusion and cumulus cell expansion, the key indicators for oocyte maturation. By treating with SIRT6-IN-1, the oocytes exhibited a dramatically decreased incidence of polar body extrusion with poor expansion of cumulus cells, indicating that SIRT6 is indispensable for the proper porcine oocyte meiotic maturation. The high occurrence of meiotic arrest predicts that SAC might be persistently activated at the M I stage. As expected, our findings showed that SIRT6 inhibition resulted in various spindle/chromosome abnormalities that resultantly provoked the SAC. Consistently, a recent study displayed that treatment of porcine COCs by the same SIRT6 inhibitor also led to a remarkable reduction of polar body extrusion and impairment of spindle organization and chromosome alignment (Cao et al., 2020). Additionally, our data validated that inhibition of SIRT6 perturbed the microtubule dynamics by showing a lowered level of acetylated α-tubulin, an index of stabilized microtubules, suggesting that the impairment of microtubule stability might be a major cause leading to abnormal spindle organization.

As an essential component of the cytoskeleton, actin filaments are known to participate in spindle positioning, intracellular transport, and asymmetric division in mammalian oocytes (Field and Lenart, 2011). Our data illustrated that significant reduction of actin signals on the plasma membrane was observed after SIRT6 inhibition, suggesting that the impaired actin dynamics may be another reason resulting in oocyte meiotic failure when SIRT6 is inhibited.

Mammalian CGs are oocyte-specific vesicles that locate in the subcortical region of fully grown oocytes to function in the post-fertilization block to polyspermy (Burkart et al., 2012). The correct distribution of CGs is usually considered an indicator of oocyte cytoplasmic maturation. Our observations revealed that the distribution pattern of CGs was perturbed in the subcortex of SIRT6-inhibited oocytes, suggesting that cytoplasmic maturation is hindered. Ovastacin, a content of CGs, cleaves N-terminal domain of ZP2 following fertilization to prevent sperm binding to the ZP surrounding fertilized oocytes (Burkart et al., 2012). In agreement with the disturbance of CG dynamics, the distribution of ovastacin was also perturbed in SIRT6-inhibited oocytes, implying that their sperm binding and fertilization ability would be affected.

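Genes of the oxidative stress response and of apoptosis were compared between control and SIRT6-inhibited oocytes in the RNA-seq counts, with gene lists written by hand before the counts were examined. The 28 tested oxidative stress response genes had a median log2 fold change of -0.24, with 17 lower and 11 higher, and did not stand apart from the other tested genes (limma camera adjusted p = 0.684 over the 5 lists tested, and 0.638 with the replicate block). Of these genes, 1 had an unadjusted p-value under 0.05 where 2.53 would be expected. This gene was NCF1, a cytosolic subunit of NADPH oxidase, which rose from 37.3 ± 3.33 to 79.3 ± 3.62 normalized CPM (SD, n = 2 each). Its log2 fold change was 1.09 (standard error 0.36, edgeR adjusted p = 0.487). The 17 tested apoptosis genes had a median log2 fold change of -0.35, with 10 lower and 7 higher (limma camera adjusted p = 0.569, and 0.423 with the replicate block). Unadjusted p-values under 0.05 were found for 2 apoptosis genes where 1.54 would be expected, and both genes encode inhibitors of apoptosis. XIAP fell from 110 ± 24.5 to 52.9 ± 4.47 normalized CPM, a log2 fold change of -1.05 (standard error 0.32, edgeR adjusted p = 0.469). FAIM fell from 136 ± 36.8 to 69.5 ± 1.59 normalized CPM, a log2 fold change of -0.96 (standard error 0.31, edgeR adjusted p = 0.485). The adjusted edgeR p-values in the fit with the replicate block were 0.514 for NCF1, 0.383 for XIAP and 0.401 for FAIM. In neither list did a gene pass adjustment over the list alone.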

Lastly, our findings illustrated that transcript levels of genes related to oxidative stress and apoptosis were dramatically altered, as assessed by transcriptome analysis. Although the transcription activity is almost quiescent during oocyte meiotic maturation, SIRT6 might indirectly modulate the mRNA stability of related genes instead of their expression. It has been reported that SIRT6 has a role in the regulation of cyclooxygenase (COX)-2 mRNA stability by repressing AMP-activated protein kinase (AMPK) signaling pathway in human skin squamous cell carcinoma (Ming et al., 2014). Concordantly, elevated levels of ROS were observed in SIRT6-inhibited oocytes, which would attack the macromolecules in the cells such as DNA and thus cause DNA damage accumulation, consequently leading to the generation of early apoptosis. This might be the main mechanism for the oocyte meiotic failure.

## Conclusion

We evidence that SIRT6 performs an indispensable function to drive porcine oocyte meiotic maturation through maintaining meiotic organelle dynamics, including spindle/chromosome structure formation, actin polymerization, and CG distribution. Meanwhile, we discover that these meiotic defects might be caused by excessive ROS-induced occurrence of DNA damage and apoptosis. Our study extends the understanding about the molecular basis underlying oocyte development arrest that frequently occurs during *in vitro* maturation.

## Data Availability Statement

The datasets generated for this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE161068.

## Ethics Statement

The animal study was reviewed and approved by the Animal Research Institute Committee of Nanjing Agricultural University, China.

## Author Contributions

BX designed the research. YL, YM, and JC performed the experiments. YL and BX analyzed the data. YL and BX wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AzouryJ.LeeK. W.GeorgetV.RassinierP.LeaderB.VerlhacM. H. (2008). Spindle positioning in mouse oocytes relies on a dynamic meshwork of actin filaments. *Curr. Biol.* 18 1514–1519. 10.1016/j.cub.2008.08.044 18848445

[B2] BurkartA. D.XiongB.BaibakovB.Jimenez-MovillaM.DeanJ. (2012). Ovastacin, a cortical granule protease, cleaves ZP2 in the zona pellucida to prevent polyspermy. *J. Cell Biol.* 197 37–44. 10.1083/jcb.201112094 22472438PMC3317803

[B3] CaoZ.ZhangD.TongX.WangY.QiX.NingW. (2020). Cumulus cell-derived and maternal SIRT6 differentially regulates porcine oocyte meiotic maturation. *Theriogenology* 142 158–168. 10.1016/j.theriogenology.2019.09.048 31593883

[B4] CarafaV.RotiliD.ForgioneM.CuomoF.SerretielloE.HailuG. S. (2016). Sirtuin functions and modulation: from chemistry to the clinic. *Clin. Epigenet.* 8:61. 10.1186/s13148-016-0224-223PMC487974127226812

[B5] DuanX.SunS. C. (2019). Actin cytoskeleton dynamics in mammalian oocyte meiosis. *Biol. Reprod.* 100 15–24. 10.1093/biolre/ioy163 30010726

[B6] Eichenlaub-RitterU.VogtE.YinH.GosdenR. (2004). Spindles, mitochondria and redox potential in ageing oocytes. *Reprod. Biomed. Online* 8 45–58. 10.1016/s1472-6483(10)60497-x14759287

[B7] EppigJ. J. (1996). Coordination of nuclear and cytoplasmic oocyte maturation in eutherian mammals. *Reprod. Fertil. Dev.* 8 485–489. 10.1071/rd9960485 8870074

[B8] FanY.YangQ.YangY.GaoZ.MaY.ZhangL. (2019). Sirt6 suppresses high glucose-induced mitochondrial dysfunction and apoptosis in podocytes through AMPK activation. *Int. J. Biol. Sci.* 15 701–713. 10.7150/ijbs.29323 30745856PMC6367578

[B9] FieldC. M.LenartP. (2011). Bulk cytoplasmic actin and its functions in meiosis and mitosis. *Curr. Biol.* 21 R825–R830. 10.1016/j.cub.2011.07.043 21996509

[B10] FinkelT.DengC. X.MostoslavskyR. (2009). Recent progress in the biology and physiology of sirtuins. *Nature* 460 587–591. 10.1038/nature08197 19641587PMC3727385

[B11] GaoG.WesolowskaN.RongY. S. (2009). SIRT combines homologous recombination, site-specific integration, and bacterial recombineering for targeted mutagenesis in *Drosophila*. *Cold Spring Harb. Protoc.* 2009:pdb.prot5236. 10.1101/pdb.prot5236 20147194

[B12] HanL.GeJ.ZhangL.MaR.HouX.LiB. (2015). Sirt6 depletion causes spindle defects and chromosome misalignment during meiosis of mouse oocyte. *Sci. Rep.* 5:15366. 10.1038/srep15366 26481302PMC4612726

[B13] HoltJ. E.LaneS. I.JonesK. T. (2013). The control of meiotic maturation in mammalian oocytes. *Curr. Top Dev. Biol.* 102 207–226. 10.1016/B978-0-12-416024-8.00007-6 23287034

[B14] HoutkooperR. H.PirinenE.AuwerxJ. (2012). Sirtuins as regulators of metabolism and healthspan. *Nat. Rev. Mol. Cell Biol.* 13 225–238. 10.1038/nrm3293 22395773PMC4872805

[B15] ImaiS.ArmstrongC. M.KaeberleinM.GuarenteL. (2000). Transcriptional silencing and longevity protein Sir2 is an NAD-dependent histone deacetylase. *Nature* 403 795–800. 10.1038/35001622 10693811

[B16] KanfiY.NaimanS.AmirG.PeshtiV.ZinmanG.NahumL. (2012). The sirtuin SIRT6 regulates lifespan in male mice. *Nature* 483 218–221. 10.1038/nature10815 22367546

[B17] MaoZ.HineC.TianX.Van MeterM.AuM.VaidyaA. (2011). SIRT6 promotes DNA repair under stress by activating PARP1. *Science* 332 1443–1446. 10.1126/science.1202723 21680843PMC5472447

[B18] MiaoY.ZhouC.CuiZ.TangL.ShiyangX.LuY. (2017). Dynein promotes porcine oocyte meiotic progression by maintaining cytoskeletal structures and cortical granule arrangement. *Cell Cycle* 16 2139–2145. 10.1080/15384101.2017.1380133 28933593PMC5731405

[B19] MingM.HanW.ZhaoB.SundaresanN. R.DengC. X.GuptaM. P. (2014). SIRT6 promotes COX-2 expression and acts as an oncogene in skin cancer. *Cancer Res.* 74 5925–5933. 10.1158/0008-5472.CAN-14-1308 25320180PMC4203414

[B20] MorrisB. J. (2013). Seven sirtuins for seven deadly diseases of aging. *Free Radic Biol. Med.* 56 133–171. 10.1016/j.freeradbiomed.2012.10.525 23104101

[B21] PucciB.VillanovaL.SansoneL.PellegriniL.TafaniM.CarpiA. (2013). Sirtuins: the molecular basis of beneficial effects of physical activity. *Int. Emerg. Med.* 8(Suppl. 1), S23–S25. 10.1007/s11739-013-0920-3 23462891

[B22] RizzoA.IachettiniS.SalvatiE.ZizzaP.MarescaC.D’angeloC. (2017). SIRT6 interacts with TRF2 and promotes its degradation in response to DNA damage. *Nucleic Acids Res.* 45 1820–1834. 10.1093/nar/gkw1202 27923994PMC5389694

[B23] SchattenH.SunQ. Y. (2009). The functional significance of centrosomes in mammalian meiosis, fertilization, development, nuclear transfer, and stem cell differentiation. *Environ. Mol. Mutagen.* 50 620–636. 10.1002/em.20493 19402157

[B24] SunQ. Y.MiaoY. L.SchattenH. (2009). Towards a new understanding on the regulation of mammalian oocyte meiosis resumption. *Cell Cycle* 8 2741–2747. 10.4161/cc.8.17.9471 19717979

[B25] SunQ. Y.WuG. M.LaiL.ParkK. W.CabotR.CheongH. T. (2001). Translocation of active mitochondria during pig oocyte maturation, fertilization and early embryo development in vitro. *Reproduction* 122 155–163. 10.1530/reprod/122.1.15511425340

[B26] SwannK.YuY. (2008). The dynamics of calcium oscillations that activate mammalian eggs. *Int. J. Dev. Biol.* 52 585–594. 10.1387/ijdb.072530ks 18649272

[B27] TianX.FirsanovD.ZhangZ.ChengY.LuoL.TomblineG. (2019). SIRT6 is responsible for more efficient DNA double-strand break repair in long-lived species. *Cell* 177:e622. 10.1016/j.cell.2019.03.043 31002797PMC6499390

[B28] ToiberD.ErdelF.BouazouneK.SilbermanD. M.ZhongL.MulliganP. (2013). SIRT6 recruits SNF2H to DNA break sites, preventing genomic instability through chromatin remodeling. *Mol. Cell* 51 454–468. 10.1016/j.molcel.2013.06.018 23911928PMC3761390

[B29] VogtE.Kirsch-VoldersM.ParryJ.Eichenlaub-RitterU. (2008). Spindle formation, chromosome segregation and the spindle checkpoint in mammalian oocytes and susceptibility to meiotic error. *Mutat. Res.* 651 14–29. 10.1016/j.mrgentox.2007.10.015 18096427

[B30] WatrobaM.DudekI.SkodaM.StangretA.RzodkiewiczP.SzukiewiczD. (2017). Sirtuins, epigenetics and longevity. *Ageing Res. Rev.* 40 11–19. 10.1016/j.arr.2017.08.001 28789901

How the deposited data were processed for this re-analysis (not part of the article)

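RNA was sequenced from porcine M II oocytes in 4 libraries, 2 from control oocytes and 2 from oocytes matured with 100 μM of the SIRT6 inhibitor, with 150-bp paired-end reads. The authors deposited raw read counts per gene symbol for each library, as whole numbers without normalization. How reads were aligned and counted, with which genome build, annotation and strand setting, is not stated in the paper's text, and neither is the tool or threshold behind its DEGs. The counts table lists 4381 gene symbols, of which 1458 had 0 counts in all 4 libraries and 2923 had at least 1 count. Of the symbols, 4299 (98.1%) matched a symbol or synonym of the porcine RefSeq annotation, which was used for names only. No coordinates are given because the build behind the counts is not named, and gene length and GC content were not tested for the same reason. The column of each library was matched to its sample by the group and replicate number in its name.

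Everything below was computed from these counts with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Library totals on the listed genes were 4646129 and 3405960 in control libraries 1 and 2 and 3239200 and 4972602 in SIRT6-inhibited libraries 1 and 2. A transcript under 3 counts, which is between 0.603 and 0.926 CPM, could not be told from 0. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, which left 2387 genes. Counts were scaled by TMM factors between 0.966 and 1.04, and the groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the tested genes. Normalized CPM are counts relative to the TMM-scaled totals. The standard error of a log2 fold change is its size divided by the square root of edgeR's F statistic. The figure of the paper's DEGs draws a line on an unlabelled axis, which was read here as an unadjusted p-value of 0.05, so the unadjusted count is given beside the adjusted one.

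Gene lists for 3 pathways, the oxidative stress response, apoptosis, cumulus cell markers and oocyte markers were written by hand before the counts were examined and are not a release of a pathway database. Each list was tested with limma's camera with an inter-gene correlation of 0.01, two-sided, and the 3 pathway lists also with a one-sided Fisher's exact test against all tested genes. The genes named in the text follow a rule set before the data were examined. They are the genes of Fig. 6C, GDF9, RN18S, ZP3 and other genes legibly labelled in Fig. 6B, genes whose products the paper names, members of the lists with an unadjusted p-value under 0.05, and the 5 higher and 5 lower genes with the smallest p-values among those changed the same way in all 4 comparisons between libraries. Of the genes whose products the paper names, ASTL, BUB1B and PARP1 were not analysed here. The result of 1 gene that meets the rule is not reported here.

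The fit was tested on simulated data with counts drawn for the 2387 genes at the observed means and totals, with 200 genes changed 4-fold. The spread of each simulated gene followed the trend of spread with abundance. It left out each gene's own deviation from that trend and losses shared by libraries. A single draw was made with and without changed genes, so the rates below may not hold for the observed libraries. Among the genes still tested, edgeR's quasi-likelihood test gave 77.3% of the changed genes an unadjusted p-value under 0.05 in the right direction and 115 an adjusted one. Of the unchanged genes 5.47% had an unadjusted p-value under 0.05. With no gene changed, 0 genes passed adjustment in that test and 2 did in DESeq2's. In the test of lists, a list lowered by 1 log2 unit had a median of -0.998 and an unshifted list had a camera p-value of 0.547.

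The alternatives tried were RLE and upper-quartile normalization, library totals only, leaving out the 10 most abundant genes, no filter on low counts, at least 10 counts in every library, the replicate number as a block, DESeq2's Wald test, edgeR's exact test, limma-voom, an absolute log2 fold change of at least 1, limma's fry in place of camera, and leaving out each library in turn. These were set before the data were examined. The pairing comes from the replicate numbers 1 and 2 that the sample labels give in both groups, and no source says that same-numbered libraries were made together. Their deviations had a correlation of -0.117, so a block with the numbers crossed was added after seeing the data. Quantitative PCR, imaging and blot data were not analysed here.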

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

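The test of abundance below was chosen only after the result was seen. The paper's text and the legible labels of Fig. 6B do not name ADAMTS10, TRPV4, ATG2B and DIAPH1, which were among the 5 higher genes with the smallest unadjusted p-values and were higher in both SIRT6-inhibited libraries than in both control libraries. Their log2 fold changes were 1.26 for ADAMTS10, 0.69 for TRPV4, 0.51 for ATG2B and 0.51 for DIAPH1. None of the 4 passed Benjamini-Hochberg adjustment, with an adjusted p-value of 0.460 in edgeR's quasi-likelihood test for each. ADAMTS10, a secreted metalloprotease, rose from 109 ± 5.97 to 260.2 ± 12.1 normalized CPM (SD, n = 2 each). It had an adjusted p-value under 0.05 in 3 of the 11 other fits, and TRPV4, ATG2B and DIAPH1 did in 2 each. The genes were picked for having the same direction in all 4 comparisons between libraries, so that agreement shows no stability.

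Library depth was weighed by thinning every library to 3239200 counts in 20 draws. The median number of these genes with an unadjusted p-value under 0.05 remained 4, so the difference in totals does not account for them. A loss of low-abundance transcripts during amplification would raise abundant genes together relative to the rest. All 4 genes lie above the median abundance of the tested genes, and among the most abundant 597 genes 59 were higher and 29 lower at an unadjusted p-value under 0.05. As 148 of the 216 genes with an unadjusted p-value under 0.05 lie above that median, genes picked by their p-values would mostly be there, and their position could not have decided this. No test here separates the rise of the 4 genes from such a loss. Gene length and GC content were not tested. An effect of the inhibitor on these transcripts remains a hypothesis.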

How the results depend on the processing

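The count of genes with an adjusted p-value under 0.05 depended on the fit. It was 0 (216 at an unadjusted p-value under 0.05) in edgeR's quasi-likelihood test and also 0 with RLE, upper-quartile or totals-only normalization, without the 10 most abundant genes, with limma-voom and with an absolute log2 fold change of at least 1. It was 43 without a filter on low counts, 2 with at least 10 counts in every library, 6 with the replicate block, 2 with the crossed replicate block (chosen after seeing the data), 34 with DESeq2 and 5 with edgeR's exact test. The cause was not tested. Across these 11 fits, HSP90B1 passed in 6, TPT1 in 5, and ADAMTS10, CLDND1, GDF9, KTN1 and TPM4 in 3 each. KTN1 and TPM4 were picked after their values were seen, and TPT1 has many processed copies that could share its reads. Without a filter, RN18S also passed, although its control libraries had 53550 and 9452 counts. ZP3 and AURKA passed in that fit too, although their libraries overlapped between the groups. It gave GDF9 an unadjusted p-value of 2.29e-29 in edgeR's quasi-likelihood test, with 2 libraries in each group. The unfiltered edgeR fit was not tested on the simulated data, and its calls are weak support.

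The unadjusted count stayed between 176 and 260 in the 11 fits, and more genes were lower than higher in each, from 60.2% with limma-voom to 76.1% with library totals only. Requiring an absolute log2 fold change of at least 1 left 97 genes, 87 lower and 10 higher. The median of all tested genes was -0.04, and in the other fits it ranged from -0.10 with library totals only to 0.0011 with at least 10 counts in every library.

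The median log2 fold change of oxidative phosphorylation genes was below 0 under every setting tried. Its unadjusted test no longer passed 0.05 with at least 10 counts in every library (median -0.26, adjusted p = 0.346 over the 5 lists in limma's camera) or with fry (median -0.44, adjusted p = 0.384). The adjusted p-value was between 0.149 and 0.384 over all settings, so the list did not pass adjustment in any. The median of oocyte meiosis genes, -0.02, changed sign with RLE normalization (8.27e-04) and with at least 10 counts in every library (0.015), and the median of cellular senescence genes, 0.06, changed sign with library totals only (-0.00176). Neither list had a camera p-value under 0.05 in any setting. The cause was not tested in these cases. Across the 4 fits that each left out one library, the median ranged from -0.42 to -0.23 for oxidative phosphorylation, from -0.25 to 0.035 for oocyte meiosis, from -0.019 to 0.082 for cellular senescence, from -0.35 to -4.15e-04 for the oxidative stress response and from -0.99 to 0.13 for apoptosis. The medians with the replicate block were -0.45 for oxidative phosphorylation, -0.05 for oocyte meiosis, 0.08 for cellular senescence, -0.09 for the oxidative stress response and -0.56 for apoptosis.

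Over-representation went from fewer to more genes than expected by chance for oxidative phosphorylation with library totals only (4 genes), without the 10 most abundant genes (4), without a filter (5) and with an absolute log2 fold change of at least 1 (3). For oocyte meiosis it did so with library totals only (4), without a filter (7, Fisher's exact test p = 0.0468), with at least 10 counts in every library (4), with the replicate block (5), with the crossed replicate block (5), with DESeq2 (4), with edgeR's exact test (4) and with limma-voom (6). The 9 cellular senescence genes became 12 without a filter (Fisher's exact test p = 0.00720), 10 with at least 10 counts in every library (0.0388), 10 with the replicate block (0.00663), 12 with the crossed replicate block (0.00832), 10 with DESeq2 (0.0336) and 11 with limma-voom (0.0160). They fell to 8 with RLE normalization (0.128) and to 3 with an absolute log2 fold change of at least 1 (0.400). In the other settings they stayed at 9. The cause was not tested.

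The number of Fig. 6B genes with the direction coloured there was 40 of 42 in the other fits, 42 with library totals only, and from 39 to 40 with one library left out. Among the log2 fold changes of the named genes in the 11 fits on all 4 libraries, 417 kept their direction and side of the threshold, 12 gained and 15 lost an unadjusted p-value under 0.05, and 0 changed direction. When one library at a time was left out, 7 of 41 named genes changed sign in at least 1 of the fits (PPP1CC, RN18S, SIRT3, SIRT4, SIRT7, GAPDH and PAMR1), and 0 of these had an unadjusted p-value under 0.05 with all libraries. This shows no stability, because genes whose groups do not overlap can hardly change sign. Of the 216 genes with an unadjusted p-value under 0.05, 215 were of that kind. With one library left out, a group has 1 library, so no genes were counted and no p-value was computed in those fits. The totals limit what can be said of genes with few counts, since 31 of the 143 lower genes had 0 counts in both SIRT6-inhibited libraries and their folds are lower bounds.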

Differences from the paper's values

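The paper reports 94 DEGs, and 216 genes had an unadjusted p-value under 0.05 here. The paper's 71 downregulated DEGs stand against 143 lower genes, and its 23 upregulated DEGs against 73 higher genes. Of the alternatives set before the data were examined, an absolute log2 fold change of at least 1 brought the total to 97 and the lower genes to 87, while the higher genes were then 10 and still differed. The paper's DEGs include PPP1CC and NFATC2 at about 0.8 and 0.9 in Fig. 6C, read by eye. The paper thus seems not to have applied this cut-off, and the nearness of 97 to 94 does not explain the difference. The other alternatives did not close these gaps, and neither did the crossed replicate block chosen after seeing the data.

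The log2 fold change of PPP1CC was 0.11 here and is about 0.8 in Fig. 6C, read by eye. For NFATC2 it was 0.68 here and is about 0.9 in Fig. 6C, read by eye. For PAMR1 it was 0.65 here and is about 1.9 in Fig. 6B, read by eye. For these 3 genes none of the alternatives closed the gap. Cellular senescence has about 5 DEGs in Fig. 6E, read by eye, and 9 genes of the hand-written list had an unadjusted p-value under 0.05 here. None of the alternatives closed this gap, with counts between 3 and 12.

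The paper colours 17 of the legibly labelled genes of Fig. 6B as DEGs that had an unadjusted p-value of 0.05 or more here. Of these, 12 were not called in any of the 11 other fits, PPP1CC and PAMR1 among them. RN18S was called without a filter, with at least 10 counts in every library, with the replicate block, with edgeR's exact test and with the crossed replicate block. ZP3 was called without a filter, with at least 10 counts in every library, with the replicate block, with limma-voom and with the crossed replicate block. NDEL1 was called in 6 fits, namely library totals only, no filter, at least 10 counts in every library, the replicate block, DESeq2 and limma-voom. GPNMB was called with library totals only. FOXO1 was called only with the crossed replicate block, which was chosen after seeing the values. The paper colours NCOA1 and RAC1 as lower, and their log2 fold changes here were 0.04 and 0.02. With library totals only, all 42 genes had the coloured direction.

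The paper states that its DEGs were enriched in oocyte meiosis, oxidative phosphorylation and cellular senescence. The one-sided Fisher's exact test gave p-values of 0.646, 0.665 and 0.0609 here. The test passed 0.05 for oocyte meiosis without a filter (Fisher's exact test, p = 0.0468). The genes behind that result included AURKA, whose libraries overlapped between the groups. The test also passed 0.05 for cellular senescence without a filter, with at least 10 counts in every library, with the replicate block, with DESeq2, with limma-voom and with the crossed replicate block chosen after seeing the data. For oxidative phosphorylation no setting did. The paper also states that genes of oxidative stress and apoptosis changed in transcript level, and limma's camera gave adjusted p-values of 0.684 and 0.569 for those hand-written lists, with 1 and 2 genes at an unadjusted p-value under 0.05.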

Other observations

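The tests of RNA from cumulus cells, of other groupings of the libraries, of permuted losses and of lists matched on abundance were chosen only after the results they bear on were seen.

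More genes were lower than higher in SIRT6-inhibited oocytes (143 against 73 at an unadjusted p-value under 0.05 in edgeR's test). With every library thinned to the smallest total, the median share of lower genes over 20 draws was 65.1%, so the difference in depth does not account for the pattern. With the 10 most abundant genes left out the share was 67.1%. This moved the median of all tested genes only from -0.04 to -0.05. It could thus hardly have moved the share, and does not decide whether a few abundant genes account for it. These 10 genes took 35.6% and 36.2% of the counts in control libraries 1 and 2. In SIRT6-inhibited libraries 1 and 2 they took 37.1% and 37.3%. RNA from cumulus cells left on control oocytes was tested with a hand-written list of cumulus and granulosa cell markers, of which only 10 of 24 could be tested. Their median log2 fold change was -0.51 and the limma camera p-value 0.263 (0.179 to 0.361 across settings), which does not show the list to be lower. Abundance was tested by splitting the tested genes at their median. The share of lower genes was 55.4% above the median and 89.7% below it. The value above the median is not evidence against a loss of low-abundance transcripts during amplification, because a split into 4 groups of 596 or 597 genes showed a gradient. From the least to the most abundant group the median log2 fold change was -0.35, -0.18, -0.07 and 0.06. In the most abundant group 29 genes were lower and 59 higher, a share of lower genes of 33.0%. Such a gradient is what a loss of low-abundance transcripts would give, so that explanation remains open. The split into 4 groups was tested after its result was seen. Gene length, GC content and the counting of reads were not tested, so the pattern is not put down to the inhibitor.

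Genes were also lost more often in one direction. Among genes detected in both libraries of one group, 93 had 0 counts in both SIRT6-inhibited libraries and 6 had 0 counts in both control libraries. After thinning the ratio of these numbers was still 15.5, but thinning cannot restore genes at 0 and could hardly have moved it. Total counts do not follow the losses, since SIRT6-inhibited library 2 had the largest total, 4972602, and control library 2, with 3405960, lost the fewest genes. The genes lost in both SIRT6-inhibited libraries had a median of 4.23 and at most 25.8 CPM in control oocytes. If each SIRT6-inhibited library had lost genes independently, at rates taken within 10 strata of control abundance, 74.4 genes would be at 0 in both. The observed number was 1.25 times that. In the other direction 6 genes were at 0 in both control libraries against 4.89 expected, 1.23 times, which is too few genes to compare the 2 ratios. When the genes lost by SIRT6-inhibited library 2 were permuted within these strata 10000 times, the median was 75 and the one-sided permutation p-value of 93 or more was 3.0e-04 (5.0e-04 within 50 strata). More genes were thus at 0 in both libraries than separate losses at these rates give, and the rates were taken from the same libraries. SIRT6-inhibited libraries 1 and 2 had 142 and 102 genes at 0 that were detected in the other 3 libraries, against 75 and 16 in control libraries 1 and 2. A lower capture of rare transcripts in both SIRT6-inhibited libraries may contribute to this pattern, and the counts do not separate it from a loss of these transcripts in the oocytes. The genes ATP6V1C1, NDUFA8, NDUFA13 and CLDND1 are of this kind. PTGS2, the gene of COX-2, had 22 and 12 counts in control oocytes and 0 in both SIRT6-inhibited libraries. It was at least 4.36-fold below the control mean (edgeR adjusted p = 0.570). PTGS2 is also on the hand-written list of cumulus and granulosa cell markers. Its few counts could therefore come from cumulus cell RNA left on control oocytes, and they do not show a transcript lost from oocytes.

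The oxidative phosphorylation list was set against 10000 random lists of the same size matched on abundance in 10 strata. Its median of -0.44 lay at percentile 0.690 of their medians, whose own median was -0.10, so its decrease was larger than that of genes of like abundance. Random lists take no account of genes that vary together, and 22 of the 37 genes lie below the median abundance. With at least 10 counts in every library the median was -0.26, and the adjusted limma camera p-value over the 5 lists was 0.346 (0.149 to 0.384 over all settings). A shift of nuclear-encoded respiratory transcripts is a hypothesis that these 4 libraries cannot settle, since gene length was not tested.

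GDF9 and ZP3 were lower in SIRT6-inhibited oocytes, and a general loss of oocyte transcripts was tested with the other hand-written oocyte markers. Their limma camera p-value was 0.627 (0.424 to 0.714 across settings) and their median log2 fold change -0.02. This test cannot rule out an even loss, because the libraries are scaled to their own totals. The list also includes H1FOO and BMP15, which are among the 10 most abundant genes. After this scaling, an even loss would leave GDF9 level with the other markers. Their log2 fold changes lay between -0.55 (NOBOX) and 0.34 (ZAR1), with 7 of 12 lower, against -1.65 (standard error 0.50) for GDF9. These values argue against an even loss as the cause of the fall of GDF9. They do not decide it for ZP3 (-1.04, standard error 0.53). One of the other markers, ZP2, was lower in all 4 comparisons between a SIRT6-inhibited and a control library (log2 fold change -0.37, edgeR adjusted p = 0.510). The unadjusted p-value of ZP2 was under 0.05 with each of the 11 alternative fits. GDF9 and ZP3 had a wide spread between libraries. With 2 libraries in each group and other technical explanations not tested, the decrease of GDF9 remains a hypothesis.

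The 4 libraries can be grouped into 2 and 2 in 3 ways. The grouping by treatment gave 216 genes with an unadjusted p-value under 0.05, and the other groupings gave 25 and 81. None of the 3 gave a gene with an adjusted p-value under 0.05. With only 3 groupings this comparison describes the libraries and could not have decided whether the treatment gave more genes than a chance division. In simulated counts with no gene changed, 4.43% of 2165 genes had an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test. The spread of those genes was set by abundance alone, so this rate may not hold for the observed libraries.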
